A study of Mus musculus with 4 samples. Its data were reported in "Dissection of artifactual and confounding glial signatures by single-cell sequencing of mouse and human brain" (2022).

How the data were processed

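Single-cell RNA sequencing data were analysed from 4 libraries of microglia and other myeloid cells of the cortex and hippocampus, each from 1 male C57BL/6J mouse aged 90 days. Per the labels, every mouse received phosphate-buffered saline (PBS) through the tail vein 24 hours before sacrifice, and the tissue was dissociated by cold Dounce homogenisation, a mechanical method on ice without enzymes. The study's methods give another time between injection and processing, so this interval is uncertain. The labels put all 4 libraries in 1 group, called here cold Dounce, PBS (n = 4). The replicates were numbered 1 to 4 in the order of the sample titles, whose own numbers were 2, 3, 6 and 8. The numbers only name the libraries and carry no order.

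The deposited values were UMI counts (counts of unique molecular identifiers) per gene and cell, as whole numbers, in 1 matrix per library. The authors made 10x Genomics libraries with 3′ chemistry (the second version of the kit), and aligned and counted them with Cell Ranger against mm10 (GRCm38) and a filtered Ensembl annotation. Cell Ranger had already called the cells, so empty droplets were not examined, and the values had not been normalised. The gene table held 28692 genes with Ensembl identifiers and symbols, the same in all libraries. Coordinates and gene types are those of GENCODE M21 on GRCm38, joined by Ensembl identifier. Genes that overlap, near-identical copies and pseudogenes share sequence that a 3′ count cannot always assign, so values for the histone genes, Hspa1a and Hspa1b, and for antisense genes are uncertain.

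Cells were kept with at least 400 genes and at most 10% mitochondrial UMIs, and no doublets were removed. Counts were summed over the cells of each library (pseudobulk, as the study aggregated its replicates) and scaled to a common library total as CPM. Exact Poisson intervals were computed for summed counts, and exact Clopper-Pearson intervals for shares of cells, both at 95%. These intervals, and the floor of 3 UMIs used where a count was 0, cover counting error only, not differences between mice.

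Gene lists were fixed before the data were examined. They were the 25-gene consensus list of ex vivo activated microglia (exAM) and the 19-gene list with which the study scored activation in all cell types of the central nervous system (all-CNS, a list of another length than its text gives), both of which rest on other mice than these, and the 18-gene microglial identity list, which it compiled from earlier publications. The exAM list was divided into 8 immediate early, 3 heat shock, 4 histone, 5 immune and 5 other genes. The other lists were 3 published sets of dissociation genes (from brain, muscle and kidney) without the exAM genes, a list of interferon-responsive genes, the Y-linked genes, and markers of proliferating cells and of other cell types. Of the 124 genes of the muscle list, 121 were found in the gene table, and all genes of the other lists were found. After the patterns in the data had been seen, lists of HSF1 targets (14 genes), circadian clock genes (14 genes), glucocorticoid receptor targets (18 genes) and MHC class II genes (6 genes) were added, together with the 11 ribosomal protein pseudogenes at a mean of 10 CPM or more.

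Module scores followed the study. Values were scaled to 10000 UMIs per cell and log-transformed, and the mean of control genes, 100 per list gene drawn from its bin among 24 bins of expression, was subtracted from the mean of the list genes. Each cell was first thinned at random to 1000 UMIs so that depth was equal, and cells with fewer UMIs were left out of this step. A cell counted as above the exAM threshold when its score exceeded the median plus 3 scaled median absolute deviations (MAD) of an equal number of cells drawn from each library.

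Clusters came from the Leiden algorithm (resolution 0.5, 2000 variable genes, 20 principal components, 15 neighbours). Genes of the exAM and all-CNS lists were left out of the variable genes, so that cluster sizes did not rest on them. A cluster took the name of a cell type when at least 3 of its 10 leading genes were markers of that type. It was called microglia-like when no other type led and at least 3 microglial markers were each detected in at least 10% of its cells. It was left unnamed otherwise, and also where its leading genes mixed markers of other types, as in cluster 6. Interferon-responsive microglia-like cells were counted as a class of their own, but they were kept where only microglia-like clusters were used, so that setting leaves out the unnamed cluster alone.

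No comparison between groups was possible with 1 group, so the question was whether the 4 replicates agreed. Each value per library was tested with Dixon's range test (two-sided). It divides the gap between the highest or lowest value and its nearest neighbour by the range of all 4, and a ratio above Dixon's critical value at 95% sets a library apart. Summed levels were tested in CPM and single genes as log2(CPM + 1), among genes with a mean of 10 CPM or more for counts over all genes. Single MHC class II genes outside cluster 6 were tested in CPM. The number of genes with 1 library apart was set against 100 sets of simulated unchanged libraries, drawn with the trended dispersion from edgeR. Whether a list spread more than other genes was described by the percentile of the median standard deviation (SD) of its genes among 10000 random lists matched on mean expression, each gene drawn from the 50 nearest. Pearson correlations across genes were computed for the 6 pairs of libraries, and the common biological coefficient of variation (BCV) came from edgeR with an intercept alone. Genes are not independent replicates, so these are descriptions of these libraries. The genes of a random list were drawn singly, so a list of genes that vary together can reach a high percentile whatever the cause.

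The genes named, or the rule that picks them, were fixed before the data were examined. They are 8 exAM genes that the study gives as examples, the microglial genes Tmem119, P2ry12 and Cx3cr1, 7 genes that check sex and contamination, and, picked from the data by that rule, the 10 genes with the largest SD among those with 1 library apart. Another 2 genes fixed at the same time are not reported here. Genes named beyond these were chosen after their values were seen, and are given as such.

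The procedures were tested on simulated data. Of 200 genes raised 4-fold in 1 of 4 simulated libraries, 70.5% were found apart in the right library, among 7590 genes, and 5.74% of the 7390 unchanged genes were called. A simulated list of changed genes reached percentile 100, and 2.5% of 200 lists of unchanged genes reached the 95th percentile. The unchanged genes varied independently, so lists of genes that vary together were not tested. A simulated BCV of 0.1 was returned as 0.100 over 7470 genes.

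The alternatives, all 102 fixed before the data were examined, changed the cell filter, doublet removal with Scrublet, the cells used, the scaling (edgeR TMM, DESeq2 size factors, or totals without mitochondrial genes), the gene list, the thinning, the score, the threshold, the expression filter, the pseudocount and the clustering, and left out each replicate in turn. Sequencing reads were not used here. The software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 (with its Scrublet), leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.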

Results

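Gene expression was measured in single cells from the cortex and hippocampus of 4 mice that had received PBS, after cold Dounce homogenisation (1 library per mouse, 1 group, n = 4). The deposited matrices held 13138 barcodes, with 3643, 3703, 2619 and 3173 in replicates 1 to 4. Total UMI counts were 7096371, 11275195, 5867333 and 9016276. After quality control 13002 cells remained (3576, 3692, 2576 and 3158 per library), and 67, 11, 43 and 15 cells were removed. The strictest cell filter, at least 1000 genes, left 10076 cells. The median UMI count per cell was 1905, 2936, 2197 and 2786, and the median number of genes 1018, 1402, 1145.5 and 1383. The median mitochondrial share was 1.38%, 1.26%, 1.12% and 1.18%. None of these measures set a library apart by Dixon's range test, in which the largest ratio of gap to range was 0.522, for the number of cells passing quality control.

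The labels call all mice male. Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) had 0 UMIs in every library, which allows a level of up to 0.514 CPM in the library with the lowest total. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together reached 177 ± 20.04 CPM (SD, n = 4). Signal from other cell types was low. The neuronal list summed to 1.71 ± 0.131 CPM, and Snap25 to 0.750 ± 0.285 CPM. The oligodendrocyte list summed to 55.5 ± 4.33 CPM, of which 76.1% came from Mag. Hbb-bs had 0 UMIs in every library, and the erythroid list held 1 UMI in all. The astrocyte list summed to 246 ± 25.01 CPM, of which Slc1a3 gave 98.9%. The B cell list summed to 363 ± 15.8 CPM, of which Ighm gave 86.7%, and the endothelial list to 24.2 ± 3.43 CPM, of which Pecam1 gave 98.2%. Lists in which a single gene gives nearly all counts do not show that cell type. Neutrophil markers had 0 UMIs, T and NK cell markers 0.149 ± 0.128 CPM, and dendritic cell markers 7.19 ± 2.76 CPM. Macrophage markers summed to 49.8 ± 30.6 CPM, monocyte markers to 43.2 ± 21.0 CPM, and proliferation markers to 45.4 ± 5.76 CPM (all SD, n = 4).

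Clustering gave 8 clusters, of which 6 were microglia-like. Cluster 5, led by Ifit3 and Isg15, was named interferon-responsive microglia-like and counted as a class of its own. Cluster 6 stayed unnamed, with Cd74, H2-Aa, H2-Eb1 and H2-Ab1 ahead of Pf4 and Plac8 among its leading genes, which mix macrophage and monocyte markers. It had 9 microglial markers detected, like every other cluster, so the marker count alone would have made it microglia-like. It also had 8 macrophage and 5 monocyte markers detected, against 0 in every other cluster. The 6 microglia-like clusters held 97.9% ± 0.476 of cells (SD, n = 4), cluster 5 held 1.26% ± 0.495 and cluster 6 held 0.852% ± 0.415. No class set a library apart. Cluster 6 came nearest, with a ratio of 0.763, from 46 of 3158 cells in replicate 4 (1.46%, 95% exact interval 1.07 to 1.94%) and 25, 19 and 19 cells in replicates 1, 2 and 3. The alternative that moved a class share most was resolution 1, which raised the interferon-responsive share to 1.53%. Within the microglia-like class, the clusters took unequal shares of the libraries. Cluster 0 ranged from 24.8% to 49.0%, cluster 1 from 17.1% to 35.5%, cluster 2 from 8.39% to 29.6% and cluster 3 from 5.54% to 26.6%. None of these ranges had 1 library apart, and the borders between such clusters depend on the clustering.

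The first comparison asked how closely the replicates agreed over all genes. Across 7656 genes with a mean of 10 CPM or more, Pearson correlations between pairs of libraries averaged 0.990 ± 0.00216 (SD, 6 pairs) and ranged from 0.987, for replicates 1 and 4, to 0.993, for replicates 1 and 2. Genes are not independent replicates, so no p-value is given. The alternative that moved the mean most was the absence of an expression filter (0.994). The common BCV was 0.0879, and 0.0720 without replicate 4, the lowest of the 4 values obtained by leaving out 1 replicate. Every pair of libraries differed by more than sampling noise, with chi-square statistics of 3.85 to 8.13 per degree of freedom, so no library was a copy of another.

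The next comparison asked whether all replicates were equally free of the exAM signature. This signature is the set of immediate early, stress and immune genes that microglia switch on when brain tissue is dissociated with enzymes at warm temperature. The 25 genes summed to 2751 CPM in replicate 1 (95% exact Poisson interval 2713 to 2790), 2821 CPM in replicate 2 (2791 to 2853), 2909 CPM in replicate 3 (2866 to 2954) and 4638 CPM in replicate 4 (4594 to 4683). The mean was 3280 ± 908 CPM (SD, n = 4). Replicate 4 was apart, with a ratio of gap to range of 0.916, and stood at 1.64 times the mean of the others. Without replicate 4 the mean was 2827 CPM. The alternative that moved this result most was the 19-gene all-CNS list, of which 10 genes are on the exAM list, with a mean of 1941 ± 849 CPM and a ratio of 0.888, again with replicate 4 apart. No library was apart in the identity list (84336 ± 980 CPM, ratio 0.406).

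**Figure D1:**
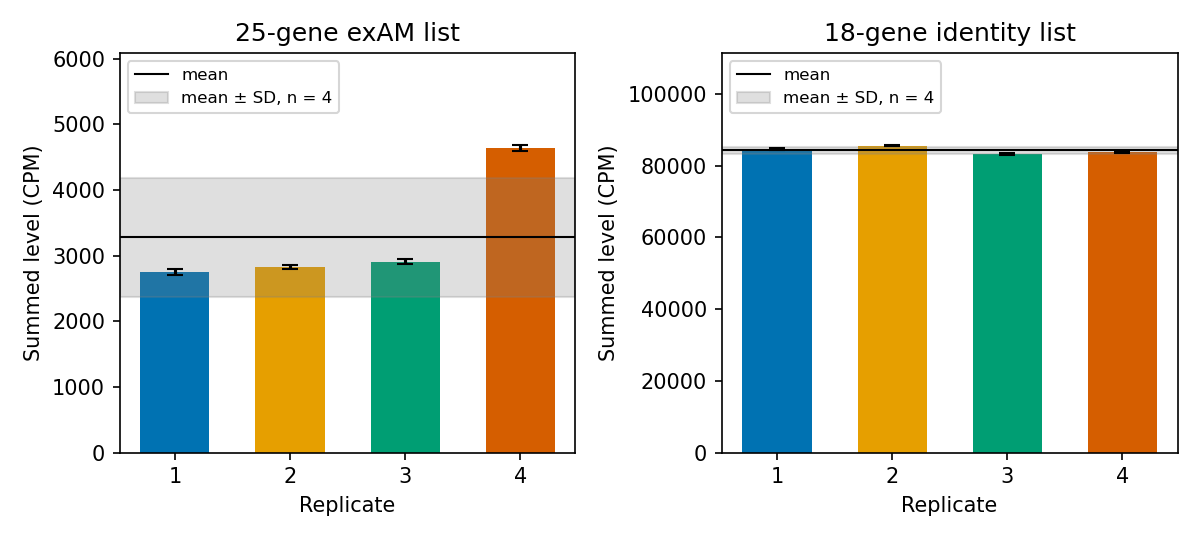
Summed level of the 25 exAM genes (left) and of the 18 microglial identity genes (right) in CPM for each of the 4 replicates, with bars from 0, 95% exact Poisson intervals as error bars, and the mean and SD over the replicates as line and band. Replicate 4 reached 4638 CPM in the exAM list, against 2751 to 2909 CPM in the others, while the identity list lay between 83354 and 85556 CPM.

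The parts of the exAM list differed. The 8 immediate early genes summed to 1126, 1315, 1218 and 2490 CPM in replicates 1 to 4, with replicate 4 apart (ratio 0.862). The sum of the other 17 genes had a ratio of 0.712, below the critical value. The heat shock genes were highest in replicate 1, at 316, 271, 190 and 195 CPM, and Hsp90aa1 gave 96.2% of them. The histone genes summed to 202, 235, 199 and 245 CPM, the immune genes to 94.5, 84.6, 182 and 202 CPM, and the other 5 genes to 1012, 915, 1120 and 1506 CPM. None of these 4 parts had 1 library apart, with ratios of 0.353, 0.215, 0.169 and 0.654. The highest and lowest library of each part were the same under TMM, DESeq2 size factors and totals without mitochondrial genes. Of the 18 exAM genes with a mean of 10 CPM or more, 15 were highest in replicate 4, where chance gives 25%, 1 was lowest there, and 4 had replicate 4 apart.

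Among the example genes fixed beforehand, Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) had 6.52, 13.4, 10.6 and 142 CPM in replicates 1 to 4 (mean 43.2 ± 66.1 CPM, SD, n = 4), from 46, 151, 62 and 1281 UMIs. Its ratio on the log2 scale was 0.780, below the critical value, because replicates 1 to 3 themselves differed, and 0.843 with a pseudocount of 10, above it. Jun (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222) had 260, 357, 265 and 811 CPM (ratio 0.723). Dusp1 (ENSMUSG00000024190, chromosome 17, 26505590 to 26562128) had 5.10, 4.79, 6.50 and 38.8 CPM, with replicate 4 apart (ratio 0.866). That ratio fell below the critical value, to 0.826, when only microglia-like clusters were used. Hspa1a (ENSMUSG00000091971, chromosome 17, 34969190 to 34972156) was highest in replicate 1, at 19.8, 5.95, 3.59 and 4.00 CPM, and it shares near-identical sequence with Hspa1b. Ccl3 had 16.3, 17.5, 41.8 and 51.3 CPM. Ccl4 was highest in replicate 3, at 75.0 CPM, with 11.5, 9.59 and 27.1 CPM in replicates 1, 2 and 4. Nfkbiz reached 10.6 CPM and Nfkbid 12.8 CPM in replicate 4, with means of 7.16 ± 2.89 and 9.73 ± 2.11 CPM. The microglial genes Tmem119, P2ry12 and Cx3cr1 had 2978 ± 79.1, 5421 ± 209 and 3160 ± 230 CPM, with no library apart.

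**Figure D2:**
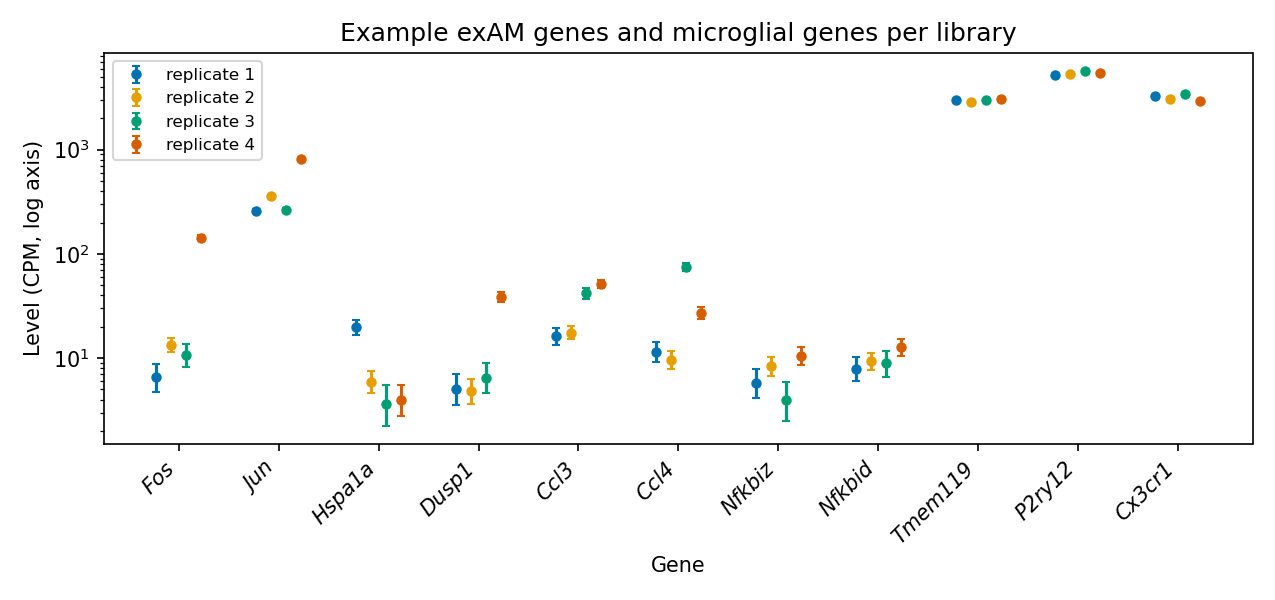
Level in CPM (log axis) of the 8 exAM example genes and 3 microglial genes in each replicate, with 95% exact Poisson intervals as error bars. Fos reached 142 CPM and Dusp1 38.8 CPM in replicate 4, whereas Hspa1a was highest in replicate 1 at 19.8 CPM and Ccl4 in replicate 3 at 75.0 CPM.

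Scores of single cells were compared at equal depth, in cells thinned to 1000 UMIs (3495, 3669, 2491 and 3082 cells in replicates 1 to 4). The mean exAM module score was -0.0203, -0.0101, -0.00986 and 0.101, with a mean over libraries of 0.0153 ± 0.0577 (SD, n = 4). Replicate 4 was apart (ratio 0.914). The alternative that moved the mean most was leaving out replicate 4 (-0.0102), and among those that kept all libraries it was thinning to 2000 UMIs (0.0341). The shift was not confined to the highest scores: replicate 4 was also apart in the median (0.0720, ratio 0.948), in the 10th percentile (-0.143, ratio 0.862) and in the 90th percentile (0.354, ratio 0.915). Cells above the exAM threshold, a score of 0.479, numbered 3, 4, 6 and 107. They made up 0.0858% of replicate 1 (95% exact binomial interval 0.0177 to 0.251%), 0.109% of replicate 2 (0.0297 to 0.279%), 0.241% of replicate 3 (0.0884 to 0.524%) and 3.47% of replicate 4 (2.85 to 4.18%). Replicate 4 was apart (ratio 0.954) around a mean of 0.977% ± 1.66 (SD, n = 4), which was 0.356% without replicate 4 and with the threshold set anew. The alternative that moved the mean share most was a threshold at the pooled 95th percentile (4.96%). Without thinning the share was 0.196%, 0.190%, 0.233% and 6.78%, again with replicate 4 apart (ratio 0.993). In each of clusters 0, 1, 2 and 3, the largest by cell number, the mean score was highest in replicate 4, at 0.113, 0.0960, 0.101 and 0.0895.

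**Figure D3:**
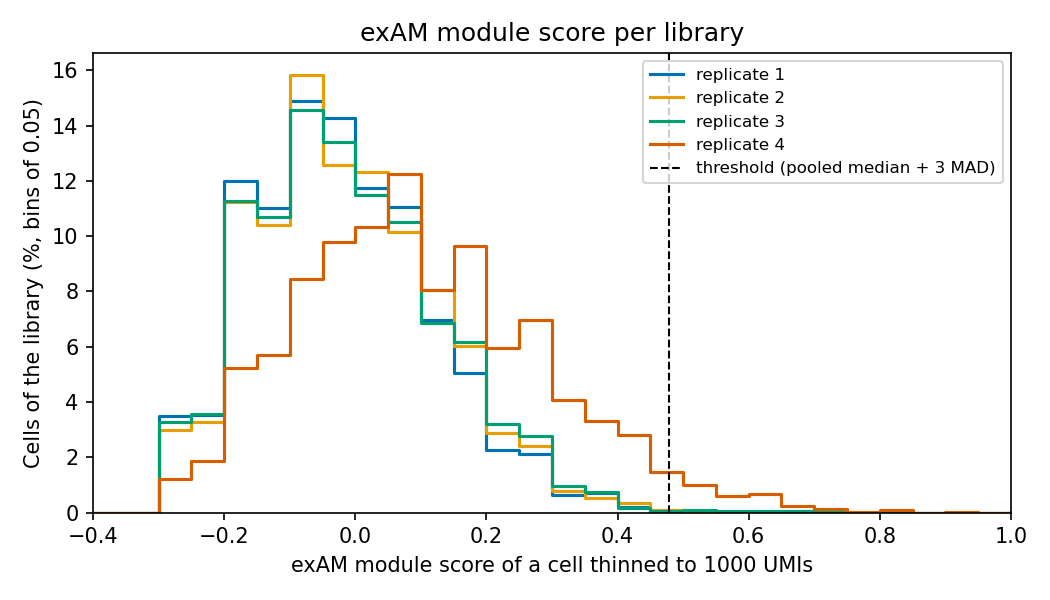
Share of the cells of each library (%, bins of 0.05) by exAM module score after thinning to 1000 UMIs, with 1 line per replicate and the threshold of 0.479 as a dashed line. The distribution of replicate 4 lies to the right of the others, with 3.47% of its cells above the threshold against 0.0858% to 0.241%.

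The identity module score was 2.39, 2.39, 2.41 and 2.39 in replicates 1 to 4, with a mean of 2.396 ± 0.0100 (SD, n = 4) and no library apart (ratio 0.723). A library was apart in this score under 2 alternatives, replicate 3 without the 1% of cells with the most UMIs (ratio 0.839) and replicate 1 with thinning to 2000 UMIs (ratio 0.855).

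The spread of single genes between replicates was then compared with that of matched genes. The median SD of the 18 exAM genes was 0.52 on the log2 scale, against 0.09 for the median of 10000 matched random lists, at percentile 100. Without replicate 4 the median SD was 0.22, still at percentile 100, and no alternative moved the percentile. The dissociation lists without the exAM genes also lay at percentile 100, with a median SD of 0.13 for the brain list (157 genes), 0.14 for the muscle list (82 genes) and 0.13 for the kidney list (36 genes). Their genes were shifted in replicate 4 by a median of 0.08, 0.08 and 0.14 on the log2 scale against the mean of the other libraries, each at percentile 100. Replicate 1 was shifted down in the muscle list (-0.0648, percentile 0.03) and the kidney list (-0.0789, percentile 0), and replicates 2 and 3 in the brain list (-0.0532 and -0.0254, percentiles 0 and 0.35). The summed levels of the brain, muscle and kidney lists, 33722 ± 1087, 19911 ± 728 and 21674 ± 691 CPM, had no library apart. The identity genes spread less than most matched lists (percentile 4.25). The interferon list, of which 4 genes passed the filter, lay at percentile 99.95 and summed to 176, 116, 117 and 126 CPM, with replicate 1 apart (ratio 0.844). Its lowest library was replicate 2, but replicate 3 under TMM and DESeq2 size factors.

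Over all 7656 genes, 354 (4.62%) had 1 library apart, against a mean of 391 (5.10%, 95% range 362 to 420) in simulated unchanged libraries, so the count as a whole was slightly below the chance range. The libraries were not alike in it. Replicate 4 was the highest and apart in 84 genes, against a chance mean of 43.2 (30.5 to 57.6). Replicate 3 was the lowest and apart in 19, against 59.2 (45 to 74). Replicate 1 as the highest (31 genes, chance range 32.95 to 58.5) and replicate 4 as the lowest (35 genes, 39 to 60.5) were also below chance. The alternative that moved the count most was the absence of an expression filter (2052 genes). Under TMM 382 genes had 1 library apart, within the chance range of 348 to 433, and 94 of them were among the 354. Replicate 4 was the highest and apart in 58 there, against a chance range of 30.5 to 55, so this excess was much smaller. Of these 58, 19 were among the 84.

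The 10 genes with the largest SD among these 354 were Egr1, Dusp1, Plac8, Ier2, Zfp36, Hist4h4, Btg2, Fam177a, Gm43603 and Otud1. Egr1 (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) had 3.68, 6.92, 6.16 and 105 CPM in replicates 1 to 4 (mean 30.3 ± 49.5, SD, n = 4). Ier2 (ENSMUSG00000053560, chromosome 8, 84661331 to 84662852) had 21.97, 18.5, 17.8 and 95.8 CPM. In replicate 4 Btg2 reached 765 CPM, Zfp36 180 CPM, Otud1 55.8 CPM and Hist4h4 23.7 CPM, against 345 to 382, 68.8 to 81.1, 31.5 to 34.4 and 9.35 to 11.01 CPM in the others. Plac8 was low in replicate 2, at 2.57 CPM against 16.4 to 19.3 CPM, Fam177a was low in replicate 1, at 15.7 CPM against 31.1 to 33.2 CPM, and the antisense gene Gm43603 was low in replicate 4, at 40.4 CPM against 67.1 to 71.98 CPM. Under TMM the ratios of Egr1 (0.826), Zfp36 (0.804), Hist4h4 (0.812), Btg2 (0.825) and Gm43603 (0.826) fell below the critical value, as did those of Egr1, Zfp36 and Hist4h4 under DESeq2 size factors. That of Plac8 fell to 0.436, and that of Egr1 to 0.809, when only microglia-like clusters were used. Junb, chosen after its values were seen, had 307, 311, 294 and 502 CPM with replicate 4 apart (ratio 0.893), and its ratio under TMM was 0.824.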

Values the study reported

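The study reported that the sorter clogged during the sort of the final animal of its tail-vein dataset, and that this sample spent approximately 20 min at room temperature in total. Its methods put the PBS injection of these animals 18 h before processing. In the main sorting experiment, 12,000 cells were sorted per sample, which took about 5–10 min each. The study found the signature in the replicate with extra time at room temperature and not in the other three. In its dataset of all cell types of the brain, 18 genes were higher without inhibitors. It also stated that 19 of the 25 genes of its consensus list are shared with a published dissociation signature from brain macrophages, and that its overlap with lists from muscle and kidney was 16 and 11 genes.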

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

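Tests chosen only after the result was seen were the shift of the dissociation lists in replicate 4, the test of scaling in the interferon list, both tests on the cells of cluster 6, and the choice of Junb and of 4 MHC class II genes outside cluster 6. Of 98 values tested in the 4 replicates, 24 had 1 library far from the others by Dixon's range test. In 20 of them replicate 4 was the high one. Among these, Cd74 and H2-Aa outside cluster 6 were tested in CPM, not on the log2 scale of other single genes. Chance alone sets 1 library apart in about 1 in 20 groups. Values that served only as an alternative, to name clusters or to test an explanation by leaving genes out were not counted, nor were values that the text does not report. The 24 values are not independent, since most describe the same genes or cells, and 10 of the genes were picked because a library was apart. The labels put all 4 libraries in 1 group, so the design names no biological difference between them and no biological explanation of that kind was tested.

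The main pattern was replicate 4 in the exAM signature. It was far above the others in the summed level of the exAM list (ratio of gap to range 0.916, 4638 CPM against 2751 to 2909), of the all-CNS list (0.888, 3208 CPM against 1436 to 1634) and of the immediate early part (0.862, 2490 CPM against 1126 to 1315). It also stood apart in the module score of cells at equal depth, in its mean (0.914), median (0.948), 10th percentile (0.862) and 90th percentile (0.915). The share of cells above the threshold gave 0.954 after thinning and 0.993 without it. The shift of the median shows that the difference reached beyond the 107 cells above the threshold. The 10th percentile moved little, at -0.143 against -0.167 to -0.164. The 90th percentile moved more, at 0.354 against 0.156 to 0.173. The share of cells that changed was not estimated.

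The tables argue against several technical causes. A difference in depth would bring the ratio below the critical value once cells are thinned to 1000 UMIs, but it was 0.954, and replicate 2 was deeper than replicate 4. For doublets, the ratio was 0.944 without the cells of highest Scrublet score. Under stricter filters against low-quality cells the lower ratio was 0.922, and the cells above the threshold in replicate 4 had a median mitochondrial share of 1.26% against 1.18% in its other cells. Cells of another type were left out by using microglia-like clusters alone, with a ratio of 0.910 for the summed level. The ratio was 0.948 without the 3 most abundant list genes, so these 3 genes did not carry the sum. Without the 8 immediate early genes it was 0.712, below the critical value, so the separation depended on that part of the list. Scaling by total counts was replaced by TMM and DESeq2 size factors, and the lower ratio was 0.938. Without Hspa1a, Hspa1b and the histone genes, which share sequence with near-identical copies, it was 0.904. An interferon response to the injection would set the same library apart in the interferon list, but replicate 1 was apart there (0.844). A female or mixed-sex library would hold Xist, which had 0 UMIs, while the Y-linked genes stood at 187 CPM in replicate 4.

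A general response to ex vivo handling stays open and is a candidate explanation. All 3 published dissociation lists without the exAM genes spread more than matched lists, at percentile 100. That percentile is not specific to handling, since lists of genes that vary together can reach it. The MHC class II genes and the ribosomal protein pseudogenes also lay at percentile 100, while the identity list lay at 4.25. The genes of the dissociation lists were shifted upwards in replicate 4, also at percentile 100. A small shift can have an extreme percentile too, as in the identity list in replicate 3 (-0.0126, percentile 99.31). The dissociation lists are not independent, since 67 of 205 brain, 64 of 124 muscle and 27 of 53 kidney genes are on another of them. Their shifts in replicate 4 were small, at medians of 0.08 to 0.14 on the log2 scale, and it was not the only library to shift. Replicate 1 was lower in the muscle and kidney lists (percentiles 0.03 and 0) and replicates 2 and 3 in the brain list (percentiles 0 and 0.35). Each library was set against the mean of the others, so a rise in 1 library lowers the rest in part, and the summed levels of these lists set no library apart. Not every part of the response set replicate 4 apart. The heat shock genes were highest in replicate 1, and the immune genes were at 182 CPM in replicate 3 beside 202 CPM in replicate 4. The signature without its immediate early genes was highest in replicate 4, at 2148 CPM against 1507 to 1691 CPM, but its ratio was 0.712. The study's methods describe a sorter clog that kept a single sample of this dataset at room temperature for longer. The study's supplement calls it Sample 4, but the labels used here do not tie that name to a library. No library was therefore assigned to it from the labels. By the study's account, the signature appeared in that sample and not in the rest of the dataset. Here replicate 4 alone stood apart in the signature, with 107 cells above the threshold against 3, 4 and 6 in the others. This match makes replicate 4 the likely clogged sample, and its longer time at room temperature the main candidate cause. The match rests on the signature itself, so this cause was not tested independently. Sequencing run, cage and order of processing were not tested either, since the labels do not place these libraries by any of them. The study's methods describe pooled sequencing of this dataset.

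Single genes followed the same library. Replicate 4 was the high one in Dusp1 (0.866), Egr1 (0.831), Ier2 (0.878), Zfp36 (0.830), Hist4h4 (0.8295), Btg2 (0.871), Otud1 (0.845) and Junb (0.893). Egr1, Zfp36 and Hist4h4 lie close to the critical value. They fell below it under TMM and DESeq2 size factors, and Btg2 and Junb under TMM alone. Egr1 (0.809) and Dusp1 (0.826) also fell below it when only microglia-like clusters were used. So did Egr1 (0.814) and Hist4h4 (0.825) with a pseudocount of 0.1, and Hist4h4 with all deposited barcodes (0.825). Hist4h4 belongs to a family of near-identical genes. The genes with a library apart were fewer over all genes than in simulated unchanged libraries. Those with replicate 4 as the high one numbered 84. Under TMM they numbered 58, of which 19 were among the 84. Whether the evidence for that library lies more in the signature as a set than in single genes cannot be told from these ratios. Sums were tested in CPM and single genes on the log2 scale, and the ratio depends on the scale.

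The interferon list was high in replicate 1, with 176 CPM against 116 to 126 CPM (ratio 0.844). The interferon-responsive cluster was also largest there, at 1.93% of cells (95% exact binomial interval 1.504 to 2.44%) against 0.854% to 1.33%, without setting that library apart (0.560). Only 4 of the 10 list genes had a mean of 10 CPM or more. Scaling by total counts was replaced by TMM, DESeq2 size factors and totals without mitochondrial genes, and the lowest ratio was 0.846, with replicate 1 still the high one. No other technical explanation was tested for this pattern, and chance alone gives about 1 such value in 20.

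The other genes were apart in different libraries. Plac8 was low in replicate 2 (0.912), from 29 UMIs against 112 to 174. Its ratio was 0.436 in microglia-like clusters alone, so the difference may lie in the 19 to 46 cells of cluster 6 per library. Fam177a was low in replicate 1 (0.911). Gm43603, an antisense gene, was low in replicate 4 (0.878) and reached 0.826 under TMM, and reads of an overlapping gene can be counted for it. No explanation was tested for these 2 genes.

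Outside cluster 6, the 6 MHC class II genes summed to 683, 654, 684 and 742 CPM in replicates 1 to 4, with replicate 4 at 1.10 times the mean of the others and no library apart (0.655). In all cells the sums were 1038, 822, 1045 and 1807 CPM (0.773). Of these genes, 4 chosen after their values were seen stayed higher in replicate 4 outside the cluster. Cd74 was at 76.1 CPM there against 34.0 to 37.1 CPM (ratio in CPM 0.926), and H2-Aa at 19.3 CPM against 4.76 to 7.16 CPM (0.835). On the log2 scale used for other single genes, Cd74 in microglia-like clusters alone had a ratio of 0.892. H2-Aa was tested in CPM only and lies close to the critical value, so its standing apart depends on that scale. H2-Eb1 (14.2 CPM against 2.25 to 4.53, ratio 0.808) and H2-Ab1 (40.8 CPM against 15.1 to 20.05, ratio 0.808) were below the critical value. Replicate 4 stood at 2.13, 3.34, 3.89 and 2.27 times the mean of the others in these 4 genes, and at 3.42, 3.36, 3.45 and 3.33 times in all cells. Cluster 6 held 0.699%, 0.515%, 0.738% and 1.46% of cells (25, 19, 19 and 46 cells), and its share in replicate 4 was 2.24 times the mean of the others. The MHC class II genes had 102, 104, 115 and 211 UMIs per cell of the cluster, with replicate 4 apart (0.883) at 1.98 times the mean of the others (95% interval from redrawing cells 1.20 to 3.37). As a share of all UMIs of those cells they took 3.70%, 1.46%, 2.08% and 5.26%, with replicate 4 at 2.18 times (1.304 to 3.69) but not apart (0.410), since the cells of the cluster differed in depth, with means of 2756, 7139, 5518 and 4015 UMIs. More cells of cluster 6 and a higher level in those cells cannot be told apart as the source, because the measures of that level disagree and the cells are few. Free RNA from those cells, or doublets with them, may contribute to the level outside the cluster. For H2-Aa and H2-Eb1, the level outside the cluster divided by that inside differed between libraries by at most 1.82 times, while the levels in all cells differed by 5.50 and 6.08 times. The same quotient differed by 2.24 times for H2-Ab1 and 3.33 times for Cd74, which goes against this explanation unless other cells express these genes at a low level, and that was not tested. Free RNA and doublets were not separated.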

How the results depend on the processing

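No alternative was chosen after the data had been seen. Of 173 values under the alternatives for the main results, 154 stayed on the same side of the critical value or within the spread between replicates, 17 moved, 2 passed the critical value and 0 reversed. That spread includes replicate 4, so it is wide for the means of the exAM results. A mean share of 0.0649% and a mean score of -0.0102 still counted as within it. For these means the count says little about robustness. No paired analysis was possible because the labels give 1 group. All alternatives fixed in advance were run, except that Dixon's test was not computed on 3 replicates, and that the score in UMIs of list genes per 1000 has another unit, so that only its ratio was compared.

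Replicate 4 stayed apart in the exAM results under every alternative with 4 replicates. The ratio of gap to range lay between 0.888 and 0.942 for the summed level, 0.868 and 0.928 for the mean score, and 0.922 and 0.993 for the share above the threshold, apart from a ratio of 1 with the pooled median + 5 MAD, where only replicate 4 held cells above it. Leaving out 1 replicate gave a mean level of 2827 to 3456 CPM, a mean score of -0.0102 to 0.0261 and a share of 0.356% to 1.08%, with the lowest of each without replicate 4. The mean share fell from 0.977% to 0.0649% with the pooled median + 5 MAD. It was 4.71% with the score in UMIs of list genes per 1000 and 4.96% with the pooled 95th percentile, which admits about 5% of cells by its construction. The cause of the share with the score in UMIs was not tested. With the 19-gene list the mean level was 1941 CPM, as a sum over fewer genes. The percentile of the spread of exAM genes was 100 under all 14 alternatives, so it cannot show differences between them.

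The mean identity score moved by more than its SD of 0.0100 under several settings. It was 2.409 with at least 1000 genes, 2.413 with at most 5% mitochondrial UMIs, 2.408 without the 1% of cells with the most UMIs, 2.42 in microglia-like clusters only, 2.34 at 2000 UMIs and 2.32 without thinning. Leaving out 1 replicate gave 2.38 to 2.40. A library passed the critical value without the 1% of cells with the most UMIs (0.839, replicate 3) and at 2000 UMIs (0.855, replicate 1). The cause was not tested. The mitochondrial filter left 12987 of 13002 cells, and each setting draws its control genes from bins set anew, so small moves of this score carry little weight.

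The mean correlation between replicates was 0.994 without an expression filter and 0.992 with a pseudocount of 10. The cause was not tested. The common BCV ranged from 0.0720, without replicate 4, to 0.0941 when 1 replicate was left out. The number of genes with 1 library apart was 148 at a mean of 50 CPM or more and 2052 without a filter, and for replicate 4 as the high one 31 and 620. At 50 CPM fewer genes were tested (3099), of which a like share was apart (4.78%). Without a filter the share rose to 13.2% of 15581 genes, so more genes tested do not account for it, and the cause was not tested.

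For 37 named genes, 222 values were computed under 6 settings, and an expression filter cannot change the ratio of a single gene. Single-gene ratios were not computed under stricter cell filters, doublet removal, removal of the cells with the most UMIs, or totals without mitochondrial genes. Of the 222 values, 203 stayed on their side of the critical value, 15 became weaker and 4 stronger. TMM accounted for 6 of the weaker ones. The stronger ones were Kdm5d under TMM (0.887) and DESeq2 size factors (0.883), Fos with a pseudocount of 10 (0.843) and Cd74 in microglia-like clusters (0.892). TMM and DESeq2 size factors moved the median of all genes by no more than 0.03 on the log2 scale in any library. Class shares stayed within their SD under all alternatives. Those that left out a replicate kept the clusters of all 4 libraries. Clusters 4 to 7 hold 103 to 186 cells, which limits any comparison of shares above the threshold within them.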

Other observations

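The patterns in this part were noticed in the data, and all tests and gene lists used for them were chosen only afterwards. The test of a factor shared by all pseudogenes, and that of HSF1 targets without Hsp90ab1 and Hspa8, were also chosen after the values they measure had been seen. The labels give 1 group, so no biological explanation that the design names was tested for any of them.

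Cirbp had 61.4, 68.5, 118 and 138 CPM in replicates 1 to 4, and Rbm3 had 75.1, 72.6, 127 and 143 CPM. Both encode RNA-binding proteins known to increase in the cold. Heat shock genes had the opposite levels: Hsp90ab1 had 1092, 1064, 703 and 680 CPM, and Hspa8 had 2200, 2300, 1635 and 1502 CPM. No library was apart by Dixon's test in these genes. Cells of another type would leave the difference outside the microglia-like clusters, but within them the highest library was 2.25 times the lowest in Cirbp. A temperature-linked response may underlie the pattern. Of 14 other HSF1 targets, 12 passed the expression filter and spread more than matched lists, at percentile 100, and all 14 summed to 1455, 1390, 1191 and 1083 CPM. The order of the libraries was the same under TMM, DESeq2 size factors and totals without mitochondrial genes. Of these 14 genes, 6 are also on a published dissociation list, so the test does not separate temperature from dissociation. The time of day at sacrifice cannot be told apart. The clock genes lay at percentile 87.9, so they spread more than most matched lists but did not reach the 95th percentile. Only 5 of 14 passed the filter, too few to decide. Replicate 4 was high in immediate early genes and replicate 3 was not, whereas Cirbp and Rbm3 were higher in both than in replicates 1 and 2. The labels do not give the temperature of each sample.

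Fkbp5 had 70.2, 58.1, 101 and 154 CPM, Tsc22d3 had 134, 96.2, 147 and 218 CPM, and Ddit4 had 157, 56.7, 169 and 285 CPM in replicates 1 to 4, in each case highest in replicate 4 and lowest in replicate 2. These genes are known targets of the glucocorticoid receptor. A glucocorticoid response, to handling or injection for example, may contribute. Of 18 other targets, 9 passed the filter, and their spread lay at percentile 99.91. Their median shift was 0.14 on the log2 scale in replicate 4 (percentile 98.9) and -0.20 in replicate 2 (percentile 0.17). Their summed level, 1227 ± 75.7 CPM (SD, n = 4), had no library apart (0.793). The test does not separate this from the response to dissociation, since 8 of the 18 genes are on a published dissociation list.

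Ribosomal protein pseudogenes took 1.66%, 1.06%, 1.99% and 1.27% of the UMIs of ribosomal protein genes and pseudogenes in replicates 1 to 4, and their summed level was 1179 ± 325 CPM (SD, n = 4). Of the 11 pseudogenes, 90.9% were highest in replicate 3 and lowest in replicate 2, where chance gives 8.33%, so a single factor shared by all of them in a library may be the source. The depth of single cells within a library is not the source here. Shallow and deep cells of a library differed by at most 0.0763 percentage points, with the smaller share in the shallow cells, against 0.929 points between libraries. This split cannot test depth between libraries. The share fell as the total UMI count rose, from 1.99% at 5867333 UMIs (replicate 3) to 1.06% at 11275195 UMIs (replicate 2). The depth of the libraries therefore stays open. Reads of a pseudogene and its parent gene are near-identical, so a difference in read quality between libraries is a possible explanation that counts cannot test. A difference in read length is not, since the study's methods give a single read layout for these libraries.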
